A study of Homo sapiens with 2 samples. Its data were reported in "The transcription factor CBFB suppresses breast cancer through orchestrating translation and transcription" (2019).

How the data were processed

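RUNX1 binding was measured by chromatin immunoprecipitation followed by sequencing (ChIPseq) in MCF10A cells, an established non-tumorigenic line of human mammary epithelium. The cells lacked their own RUNX1 and carried a lentiviral RUNX1 gene switched on by doxycycline, which was given at 1 µg/ml for 24 hours. There was 1 library from the RUNX1 immunoprecipitate and 1 library of input DNA, so no value has a replicate and no test between samples was made. Both were assigned by the antibody named in their labels.

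The authors deposited 1 list of peaks, made with MACS 2.1.2 from the immunoprecipitate against the input at a q-value limit of 0.05. Per the file headers, tags were 54 bp long and each was extended to 74 bp. At most 1 tag per position and strand was kept. The same headers give an effective genome size of 2.7 Gb and scaling of the larger library to the smaller. They name windows of 1 kb and 10 kb for the local background. The aligner is not stated. The ChIP library held 89501295 tags, of which 80338845 were kept, and the input library held 94686274, of which 87410774 were kept. The duplicate limit removed 10.2% of the ChIP tags and 7.68% of the input tags. The pileup that the authors deposited is a signal, the number of extended ChIP tags over the summit. The deposited fold enrichment is the ratio of that pileup to the local background, each after adding 1. The deposited p and q are given as −log10 values, p from a Poisson model and q after adjustment by MACS. All of these are the authors' own values for each peak and were used here to describe, rank and filter peaks within the list. Extension to 74 bp with 1 tag per position and strand limits the pileup to 148, so heights at that value are lower bounds.

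The local background that MACS used was recovered from each peak's pileup and fold enrichment and is called the input level. No peak had an input level under the genome-wide background computed from the kept ChIP tags, 2.20 tags, and 38.9% of the peaks sat at it. Because MACS takes the largest of several backgrounds, a loss of input below the genome-wide value cannot be seen. Levels such as 2.757 and 3.676 tags recur in unrelated regions, so the input level moves in steps. It can rest on few input tags, and its counting error is not given.

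The list does not name its genome build. The last peak on chromosome X ends at 156030714, past the end of that chromosome in the build before GRCh38, and summits gather sharply at gene ends of the GRCh38.p14 RefSeq table, so positions were read as GRCh38. Gene intervals from that table were used to find which genes peaks lie in or beside. Of 65 gene symbols looked up, 65 were matched, 2 of them through an older symbol. The table carries no strand, exon or transcription start site, so exons, introns and promoters were not told apart. This changed the planned analysis in several places. A peak was assigned to a gene when its summit lay in the gene or within 5 kb of it on either side, where 5 kb upstream had been planned. The planned share of summits at transcription start sites was replaced by the share within 1 kb of either end of a protein-coding gene, compared by a two-sided binomial test with 100 random positions per peak on the same chromosome. The planned analyses of the RUNX motif at summits need a genome sequence and were not run.

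The count of genes with a peak was tested for 10 signature genes and 25 genes of the Notch pathway against 10000 random sets of protein-coding genes matched on length decile, with two-sided permutation p-values and Benjamini-Hochberg adjustment over the 2 lists. Trends of the gene-end share over quartiles of peak strength were tested with 100000 permutations, two-sided. Intervals of shares are 95% Wilson intervals and those of pileups are exact 95% Poisson intervals. They cover counting error only. Genes named are NOTCH3, RUNX1, RUNX2, RUNX3, CBFB, both lists, and the genes in or nearest to the 10 peaks with the highest −log10 q, ties going to the higher fold enrichment and then the lower p. Both lists, this rule and the other settings listed next were fixed before the data were examined. Other genes named were chosen after their values were seen. A further gene of the promoter comparison in the closing section is not reported here, so the share given there covers the rest of that list.

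Other settings fixed then were a q limit of 0.01, a fold enrichment of at least 5, chromosomes 1 to 22 and X, merging of peaks within 1 kb, gene bodies alone, 50 kb on either side, and overlap of any base. Added after seeing the data were the gene-end share with its alternatives, including comparison with the peaks' own summits moved 1000 times by 100 kb to 1 Mb or by 10 to 50 kb, the trends over strength, matching on the 200 genes nearest in length, and a fold enrichment of at least 5 for NOTCH3 and both gene lists. For the chromosome analysis the genome was divided into 10 Mb bins. Bins shorter than 5 Mb were left out. Raised bins were compared with other bins of the same chromosomes that held at least 10 peaks, which left out 1 of 36 other bins, with 0 peaks. A bin was called raised when at least 90% of at least 10 peaks with an input level under 5 times background lay above 1.1 times background; these limits were also set after seeing the data.

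Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The statistics were tested on simulated data. Of 200 gene lists without an effect 3.5% passed a permutation p of 0.05 and of 200 planted lists 100% did. For gene ends compared with random positions the shares were 6% and 100% of 200 simulations each, for moved summits 2% and 100% of 50 each, and for trends 7% and 100% of 200 each.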

Results

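RUNX1 is a transcription factor that binds DNA together with CBFB. Its ChIPseq in MCF10A cells consisted of 1 immunoprecipitated library with 80338845 kept tags and 1 input library with 87410774. The study used it to ask where RUNX1 binds and whether it binds at NOTCH3. Without replicates, the errors given here are counting errors of these libraries.

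The list held 13591 peaks on 24 chromosomes. Their median width was 153 bp, with a range of 74 to 2126 bp. The median pileup was 18 tags (quartiles 15 and 23), the median fold enrichment was 5.06 (quartiles 4.28 and 6.39) and the median −log10 q was 5.90. A fold enrichment of 10 or more was reached by 519 peaks, or 3.82%. The alternative that moved the number of peaks most was a fold enrichment of at least 5, which left 6881. Chromosome Y had 1 peak, with an input level 4.17 times the genome background.

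NOTCH3 had 1 peak. It spanned 15195013 to 15195193 on chromosome 19 (GRCh38, inferred), was 181 bp wide, lay inside the gene and had its summit at 15195027. Its pileup was 14 tags (exact 95% Poisson interval 7.65 to 23.5) over an input level equal to the genome background. The fold enrichment was 4.68 and the −log10 q was 4.31. Of all peaks, 9160 or 67.4% had a higher −log10 q and 709, itself included, had the same value. A higher pileup was seen in 78.8% of the peaks. The gene had 1 peak with its body alone, with 50 kb on either side, at a q limit of 0.01 and with overlap of any base, but 0 peaks when a fold enrichment of at least 5 was required, a setting added after seeing the data.

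**Figure D1:**
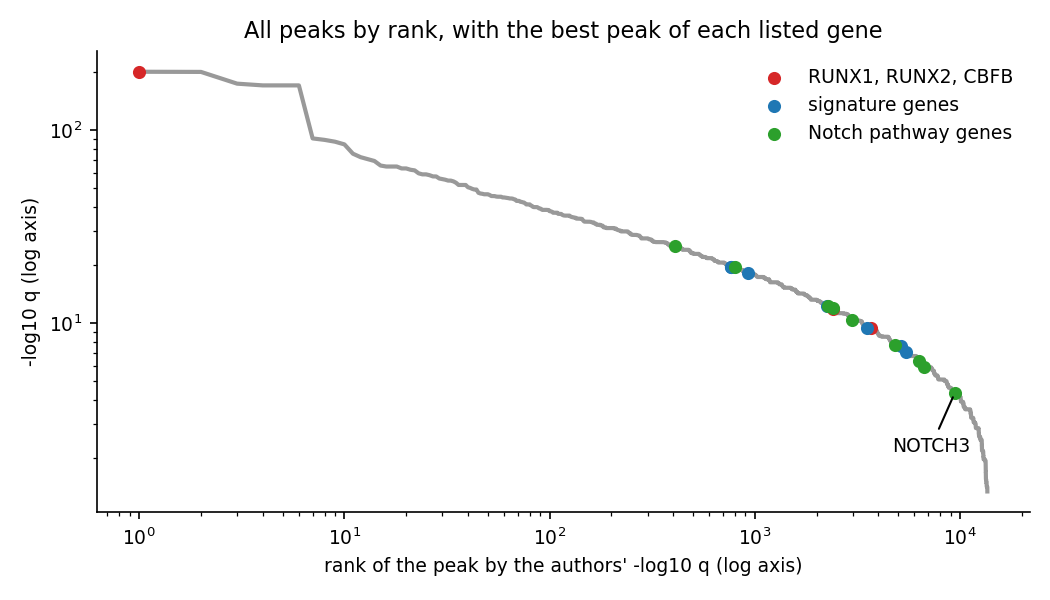
The −log10 q of all 13591 peaks (vertical, log axis) against rank (horizontal, log axis), with a point for the best peak of each listed gene that has one. The strongest peak lies in RUNX1 at a −log10 q of 200.965, and the NOTCH3 peak lies at 4.31.

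Among the genes of the RUNX family and their partner, RUNX1 had 17 peaks, more than any other protein-coding gene, and the next gene had 16. The 6 strongest peaks in RUNX1 may stem from extra RUNX1 sequence in the ChIP library, as the closing section describes. The other 11 are fewer than 16, so this ranking need not reflect binding. CBFB had 3 peaks, the best with a pileup of 28 tags (18.6 to 40.5). RUNX2 had 2, the best with 20 tags (12.2 to 30.9). RUNX3 had 0 peaks in the gene or within 5 kb.

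The 6 strongest peaks in the list all lay in RUNX1 on chromosome 21. They started at 34880533, 34834379, 34859450, 34792110, 34799276 and 34886810, with pileups of 132 to 148 tags and fold enrichments of 31.9 to 46.5. Of these, 4 were at 148 tags, the highest value the duplicate limit allows, so that their height is a lower bound. Their input level was 1 to 1.67 times the genome background, and the cells carried an added RUNX1 gene. The other 11 peaks in RUNX1 had pileups of 13 to 69 tags. The next strongest peaks were those starting at 124054805 on chromosome 9, 21.7 kb from LHX2 (82 tags, fold enrichment 25.9), at 2429954 on chromosome 4 inside CFAP99 (81 tags, 25.6-fold), at 181159589 on chromosome 1, 66.9 kb from IER5 (100 tags, 17.5-fold), and at 197132509 on chromosome 3 inside DLG1 (78 tags, 24.7-fold).

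**Figure D2:**
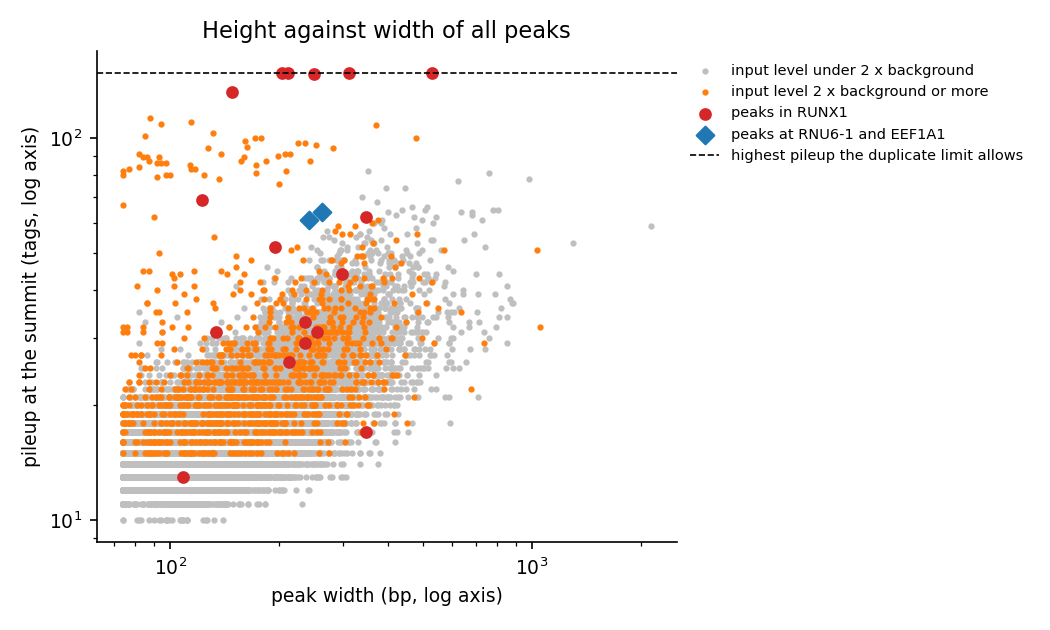
Pileup at the summit in tags (vertical, log axis) against peak width in bp (horizontal, log axis) for all peaks, coloured by input level, with the peaks in RUNX1 and those at RNU6-1 and EEF1A1 marked. The dashed line is the highest possible pileup, 148 tags, where 4 peaks of RUNX1 lie.

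The study named 10 genes induced by CBFB and RUNX1 as a signature, taken from genes that changed in knockout MCF10A cells and picked by patient survival. A peak lay in or within 5 kb of 7 of these 10 genes, against a mean of 3.83 in length-matched sets (95% of sets 1 to 7, two-sided permutation p = 0.0766, adjusted over the 2 lists 0.153). The difference was within the spread of the random sets. With gene bodies alone it was 7 genes against 3.37 (permutation p = 0.0332). With a fold enrichment of at least 5, added after seeing the data, it was 7 against 2.5 (permutation p = 0.006). The random sets were matched on gene length but not on expression, whereas the signature genes changed their RNA in MCF10A cells. An excess can therefore not be told apart from an effect of expression status. FHOD3 had 9 peaks, DMBT1 5, RNF165 4, PNLIPRP3 2, and ROS1, ANO1 and GDA 1 each, whereas MCF2, B3GALNT1 and MARC2 had 0. The best peaks of DMBT1, PNLIPRP3 and RNF165 each had a pileup of 30 tags (20.2 to 42.8).

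Of the 25 Notch pathway genes, 9 had a peak, against a mean of 6.53 in matched sets (95% of sets 3 to 11, two-sided permutation p = 0.323, adjusted 0.323). When peaks up to 50 kb away were counted, 19 genes had one against a mean of 13.1 (permutation p = 0.0306). The strongest was near HES1, at 194134395 to 194134741 on chromosome 3, with 35 tags (24.4 to 48.7), an 11.2-fold enrichment and a −log10 q of 25.1. Peaks were also assigned to NOTCH2, NOTCH4, JAG1, HES4, RBPJ, MAML3 and LFNG, with 1 to 3 each. NOTCH1 had 0. For comparison, 4962 of 20033 protein-coding genes, or 24.8%, had a peak by the same rule.

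Summits lay inside a protein-coding gene in 47.3% of peaks (95% Wilson interval 46.4 to 48.1%). Within 1 kb of either end of such a gene lay 996 summits, or 7.33% (6.90 to 7.78%), compared with 2.55% of random positions on the same chromosomes (two-sided binomial p = 6.89e-184). Neighbouring peaks are not independent, so this p overstates the evidence. Against the same summits moved by 10 to 50 kb, the nearest comparison positions tried, the comparison share was 3.75% (two-sided permutation p = 0.002, the smallest that 1000 sets can give). From the weakest to the strongest quartile of fold enrichment the share was 7.59, 7.83, 7.12 and 6.77%, without a detectable trend (permutation p = 0.115). Over quartiles of pileup it fell from 8.36% to 6.15% (permutation p = 8e-05). These are 2 of 3 strength measures tried. Peaks with equal values were split between quartiles by their order in the list. The permutations treated peaks as independent, so the trend p-values may be too small.

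Peak density ranged from 1.43 per Mb on chromosome X to 7.15 on chromosome 17, leaving out Y. Across these 23 chromosomes it rose with protein-coding genes per Mb (Pearson's r = 0.503, permutation p = 0.0139; Spearman's rho = 0.581, permutation p = 0.0039). Without chromosomes 17 and 19, the farthest from the median gene density, r was 0.562 (permutation p = 0.00562) and rho fell to 0.465 (permutation p = 0.0346). The input level was raised in 22 of 303 bins of 10 Mb, all on chromosomes 1, 5 and 8, where its median was 1.67, 1.54 and 1.61 times the genome background.

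**Figure D3:**
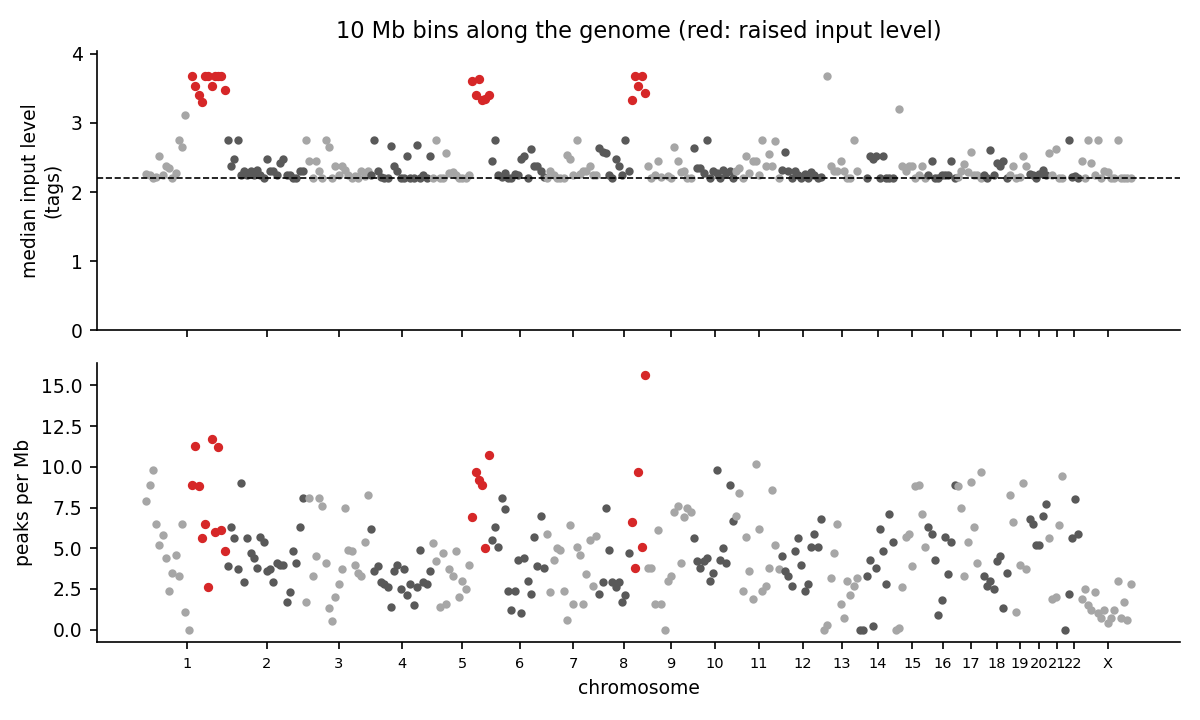
Median input level in tags (top) and peaks per Mb (bottom) of bins of 10 Mb along the chromosomes, a point per bin, with raised bins in red and the genome background dashed. The 22 raised bins lie on chromosomes 1, 5 and 8.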

Values the study reported

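The study counted 212 genes whose expression moved the same way when either CBFB or RUNX1 was removed from MCF10A cells. A signature of 10 of the genes that both factors induce was derived from them.

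For RUNX1 at its natural level in MCF10A cells, the study reported that its ChIPseq did not detect binding at NOTCH3. It gave a low affinity of its antibody as a probable reason, or causes it had not identified. Its Methods add that strong RUNX1 binding was not seen on chromatin in general at the natural level. They name low RUNX1 expression, low antibody affinity or both as possible causes. The inducible cells were used to test these possibilities. A site at NOTCH3 was identified in the cells with inducible RUNX1, the source of the present peak list.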

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

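Of 29 alternatives over 6 results, 22 left the direction, the side of the 0.05 threshold or the count within 1.5 times unchanged. The number of peaks fell from 13591 to 6881 with a fold enrichment of at least 5, by construction since weaker peaks are dropped. The same setting, added for NOTCH3 and the gene lists after seeing the data, left 0 peaks in NOTCH3, whose peak has a fold enrichment of 4.68. Signature genes with a peak stayed at 7 with gene bodies alone, but the matched mean fell and permutation p went from 0.0766 to 0.0332. With a fold enrichment of at least 5 they also stayed at 7, with a permutation p of 0.006. It was 0.0672 to 0.086 under the others. Notch pathway genes with a peak rose from 9 to 19 with 50 kb on either side (permutation p = 0.0306); p was 0.0612 to 0.777 under the others. For both lists the cause was not tested. The gene-end share of the strongest minus the weakest quartile was -0.824 points by fold enrichment (permutation p = 0.115), -1.65 by −log10 q (p = 0.0104) and -2.21 by pileup (p = 8e-05); the cause was not tested. These trends and the gene-end shares were chosen after seeing the data, and the trend tests treated peaks as independent.

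The alternatives planned for the RUNX motif at summits and by peak strength, and for the share at transcription start sites, were not run, since a genome sequence, strands and start sites were not used here. No paired analysis was possible because there is 1 library of each kind. With 14 tags, the NOTCH3 peak has a counting interval of 7.65 to 23.5 tags, and no second library was analysed here.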

Other observations

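The tests here were chosen after the patterns were seen, except that a copy-number cause of uneven peak density was named beforehand; its measure, the recovered input level, came later. No biological explanation was tested, since the design has no groups to compare.

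The 6 strongest peaks, all in RUNX1, had pileups 59.9 to 67.2 times the genome background. Copies of RUNX1 present alike in both libraries, such as the integrated gene, would raise the input as much, yet the highest input level there was 1.67 times background. Extra RUNX1 sequence in the ChIP library alone predicts peaks that are narrow for their height. Their median width was 230.5 bp, against 472 bp (lower quartile 385 bp) for 29 peaks elsewhere of at least 60 tags with an input level under 2 times background, and 5 of the 6 were narrower than that quartile. The 6 were picked for their height, and 4 were at the ceiling. A candidate explanation is RUNX1 coding sequence, from the added gene enriched as chromatin or from stray DNA; whether the peaks lie on exons was not analysed here. The other 11 RUNX1 peaks stay open. Among them, those starting at 35048812 (69 tags, 122 bp) and 34865564 (62 tags, 348 bp) also reached 60 tags and were narrower than 385 bp. They were in neither of the sets compared.

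Peaks also stood at RNU6-1 (67840038 to 67840299 on chromosome 15, 64 tags, rank 19) and EEF1A1 (73520997 to 73521237 on chromosome 6, 61 tags, rank 25), both with an input level at the genome background. A general enrichment of very active promoters would raise others alike, but among 23 other RNA polymerase III and housekeeping genes, listed before their values were seen, 4 had a peak, RNU6-7 and RNU6-8 sharing the same one, and the highest pileup was 20 tags. Promoters of these genes are often built into vectors, which could place their sequence in the ChIP library. Of 3 such promoters, 2 were among the strongest 100 peaks. These were RNU6-1 and EEF1A1, the peaks that raised the question, so this count is no test of it. The other promoter, PGK1, had 14 tags (rank 9940). The peaks were 262 bp wide at RNU6-1 and 241 bp at EEF1A1, under the lower quartile of 385 bp for tall peaks outside RUNX1. By its limits that set includes both peaks. Extra sequence in the ChIP library alone predicts such narrow peaks, but width does not exclude binding at the genes. As the vector sequences were not used here, promoter copies carried by a vector and binding at the genes themselves cannot be told apart.

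The raised bins ran from 140 Mb to the end of chromosome 1, from 120 Mb on chromosome 5 and from 100 Mb on chromosome 8. They held 12.3% of the peaks in 7.13% of the binned length. Their median was 7.85 peaks per Mb against 3.70 in 35 other bins of these chromosomes with at least 10 peaks (exact two-sided p = 0.000154 over 6480 rotations of the runs along the chromosomes, the smallest they can give; adjusted over 3 measures 0.000463; plain permutation p = 6e-05). It was higher on each of the 3 chromosomes. Gene density was 6.35 against 4.40 per Mb (exact rotation p = 0.138), and peaks per gene were 1.26 against 0.788 (exact rotation p = 0.00278, adjusted 0.00417). This is consistent with copy gains adding tags and so detectable peaks, as a hypothesis from 3 segments. Gene density also accompanied peak density over all chromosomes (Spearman's rho = 0.581, or 0.465 without chromosomes 17 and 19). Chromosomes 17 and 20, with the highest densities, had 0 raised bins, which argues against copy number there.

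At the RNA45S genes on chromosome 21, between 8205161 and 8446138, lay 46 peaks, 20.7% of that chromosome's list. Of the 40 peaks in the whole list with a fold enrichment under 2, 37 were there. Their median input level was 22.1 times background, with a lowest value of 14.8, as multicopy ribosomal DNA represented by few copies in the reference would give. Fold enrichment and input level are linked by construction, so the low folds add no separate evidence. These peaks may be a product of mapping.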
